A study of Mus musculus with 79 samples. Its data were reported in "An Evolutionarily Conserved Role for the Aryl Hydrocarbon Receptor in the Regulation of Movement" (2014).

How the data were processed

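Quadriceps RNA was profiled on Affymetrix Mouse Gene 1.0 ST arrays. The animals were male mice of the BXD family, a panel of inbred strains derived from crosses of C57BL/6J with DBA/2J, together with both parental strains. Mice were on a chow diet (CD) or on a high fat diet (HFD) that began at 8 weeks of age, and were fasted overnight and sacrificed at 29 weeks per the labels. Each array held a pool of about 5 animals of one strain on one diet, so the array is the unit of replication and the spread between animals of a strain was not measured. The 79 arrays comprised 42 on CD and 37 on HFD. They covered 42 strains, of which 37 had an array on each diet and 5 had a CD array alone. The titles gave 2 array batches, with 18 CD and 17 HFD arrays in batch 1 and 24 CD and 20 HFD arrays in batch 2. Among the 37 paired strains, 12 had both arrays in batch 1, 17 had both in batch 2 and 8 had them in different batches.

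The values deposited by the authors were a score per probeset. Every array had a mean of 8.0 and an SD of 2.0 over its 35556 probesets. The values behaved as a log-type measure, but the log base, the summarization method, the background method and any correction for batch were not stated. A difference of 1 unit is a doubling only where the log2 SD of an array was 2.0, so folds are called nominal. The tests had been planned for log2 values, and the same linear models were run on the scores, since these behave as logs. Array medians lay between 7.783 and 7.922, and single values between 2.628 and 16.107. Arrays carry no counting depth, so their number limits the precision. No pair of arrays held the same values, and the correlation between arrays over probesets ranged from 0.961 to 0.992. All value columns were used. A chow column named for strain BXD92 was taken as the sample titled BXD92a, the only one that matched.

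The files paired 26221 probesets with 22335 gene symbols, and 9335 probesets had no symbol. Several probesets shared a symbol in 2013 genes. Such a gene was represented by the probeset with the highest mean over all arrays. Of the symbols, 18783 were current symbols and 2421 were synonyms in a RefSeq gene table of assembly GRCm38.p6, and 1131 matched neither. The deposited table named no genome build, so the RefSeq table was used only for names and for which genes neighbour each other, and no coordinates are given.

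The diet effect was fitted with limma (version 3.58.1, lmFit and eBayes) on the deposited score with diet and batch as terms over all 79 arrays. Calls were made at a Benjamini-Hochberg adjusted p below 0.05. The study's methods name Student's t-test for arrays, which is the methods' t-test among the alternatives. The same kind of fit gave the diet by batch interaction. The parental difference came from a fit with one coefficient per strain plus diet and batch, which borrowed the spread of all paired strains and assumed that the parents vary like them. Cross-diet correlations were taken over the 37 paired strains after each batch mean was removed within each diet. Their p-values came from two-sided permutation tests with 100000 draws, for which 1e-05 is the smallest value possible. Strains were treated as separate clusters where a mixture of 2 normal components lowered the BIC by at least 10 and Ashman's D exceeded 2. Pooled correlations were then not used. The number of probesets with r of at least 0.5 was set beside 100 random re-pairings of strains. Gene lists were tested with camera at its preset correlation of 0.01. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

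The groups, tests, lists and most alternatives were fixed before the data were examined. The alternatives covered the batch term, each batch alone, strain as a block, the strains included, other tests, another normalization and the removal of dim probesets. A covariate made from olfactory receptor probesets, the fit without strain BXD63, the brightest decile of probesets alone, the other probesets of Acp1 and Hdac9 and the exchange of diets within strains for the lists were added after the data were seen. The names given in the text followed a fixed rule. It took 15 genes that the study names at its chromosome 12 locus (1 of them counts in the totals, and its own values are not reported here), the 5 called genes with the largest difference in each direction between diets, the 5 genes with the highest cross-diet r, the 5 called genes with the largest parental difference, the members of the fixed lists, and Xist and Ddx3y as label checks. Other probesets of the locus genes and strain BXD63 were singled out after their values were seen. The lists were fatty acid oxidation (25 genes), adipocyte (14), slow fibre (11), fast fibre (11), red blood cell (10, of which 6 were on the array) and Ahr targets (12, of which 10 were on the array).

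The pairing of arrays comes from the labels, which name the strain. Deviations from the diet means correlated between the 2 arrays of a strain with a median r of 0.205, against -0.007 between different strains. The correlation exceeded 0.1 in 33 of the 37 pairs and was as low as -0.131 in one. The limma fits were tested on simulated data made from the means and spreads of the 35556 probesets. For HFD minus CD, 78.0% of 200 probesets changed by 0.2 units and 96.5% of 200 changed by 0.4 units were recovered, with 8 and 12 unchanged probesets called. For the parents, 85.5% of 200 probesets changed by 1 unit were recovered, with 9 unchanged probesets called. In simulated strain values with a true r of 0.8 over 35556 probesets, the median r of the 200 changed ones was 0.807. Genotypes were not used here, so no strain was assigned an allele and no QTL was mapped.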

Results

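Expression in quadriceps was measured on 79 arrays, 42 from CD and 37 from HFD cohorts, to ask how transcripts vary with diet and with strain in the BXD family. Each array was a pool of about 5 males of one strain, and the values are scores in which every array has a mean of 8.0 and an SD of 2.0 units. Xist, which is transcribed in females, lay between 5.455 and 6.446 on every array. Ddx3y, a gene of the Y chromosome, lay between 10.155 and 11.147.

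Batch was examined first, because every later comparison pools both batches. Across the 35556 probesets the limma batch term called 0 probesets, and 0 had an unadjusted p below 0.05, where 1778 would lie below it by chance. The smallest p was 0.266. The same was seen within CD, where the smallest p was 0.132, and within HFD, where it was 0.29. The diet by batch interaction also called 0 probesets with limma, with 0 at an unadjusted p below 0.05 and a smallest p of 0.134. The SD of its t values was 0.379. With strain as a replicate block, limma called 0 probesets and 254 had an unadjusted p below 0.05. limma-trend called 0 as well, with 0 below the unadjusted threshold. These t values were narrower than chance alone gives, as values centred by batch within each diet before deposit would be. Such a step was not stated. On values with so little difference between batches, the interaction is not a usable test.

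The diet comparison called 13551 of 35556 probesets, of which 6703 were higher and 6848 lower in HFD (limma, Benjamini-Hochberg). The split depended on the processing. It was 8199 higher against 5758 lower after each array was centred on its median. It was 3046 against 2246 without probesets below the median mean value, and 507 against 268 in the brightest decile. Among the alternatives that kept all probesets, the 35 arrays of batch 1 alone moved this count most, to 4491. Batch 2 alone called 8691, and the brightest decile alone 775 of 3556. The share called depended on brightness. It was 46.0% in the dimmest decile of probesets, 49.1% in the next and 24.7% in the brightest. Among 1154 probesets for olfactory receptors, a class examined after the data were seen, 654 were called, or 56.7%. Of these, 218 were higher and 436 lower in HFD, and lower calls also outnumbered higher ones after quantile normalizing again (420 against 217) and after median centring (394 against 251). Their mean value was 6.08 units, and 943 of them lay in the 3 dimmest deciles. After the arrays were quantile normalized again 55.2% of the class was called, and 574 of these calls were shared with the 654, all in the same direction.

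**Figure D1:**
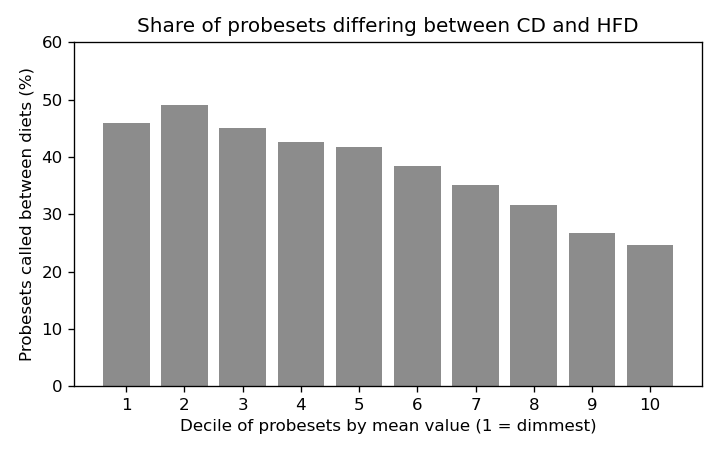
Share of probesets called between CD and HFD (vertical axis, percent) in each decile of the 35556 probesets ordered by mean value (horizontal axis, 1 is the dimmest). The share was 46.0% in the dimmest decile and 24.7% in the brightest.

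The called genes with the largest rise in HFD were Lep, BC048679, Mest, Atp6v0d2 and Hp. Lep averaged 8.37 ± 0.91 (SD, n = 42) in CD and 9.95 ± 0.73 (SD, n = 37) in HFD, a difference of 1.58 units (SE 0.185, limma adjusted p 5.02e-11), and it was higher in HFD in 35 of 37 strains. BC048679 rose by 1.10 units and Mest by 0.93 units, each in 36 of 37 strains. Atp6v0d2 rose by 0.91 units in 35 strains and Hp by 0.78 units in 32 strains. The largest falls were in Cyp2e1, Olfr381, Olfr915, Cfd and Olfr649. Cyp2e1 averaged 9.67 ± 0.86 (SD, n = 42) in CD and 8.60 ± 0.80 (SD, n = 37) in HFD, a difference of -1.07 units (SE 0.185, limma adjusted p 2.13e-06), and was higher in HFD in 7 of 37 strains. Cfd changed by -0.61 units and was higher in HFD in 6 strains. Olfr381, Olfr915 and Olfr649 changed by -0.63, -0.62 and -0.61 units. Each was higher in HFD in 1 of 37 strains, which was BXD63 for all 3.

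The diet profile of each strain, HFD minus CD, was set against the mean profile of the other 36 strains. Over olfactory receptor genes, r across genes was between 0.424 and 0.652 in 36 strains and -0.54 in strain BXD63. Over the brightest decile of probesets it was -0.069 in BXD63, with a median of 0.39 and a range of -0.098 to 0.617 in the others. Genes are not independent replicates, so these values describe arrays. Leaving BXD63 out gave 14074 calls.

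**Figure D2:**
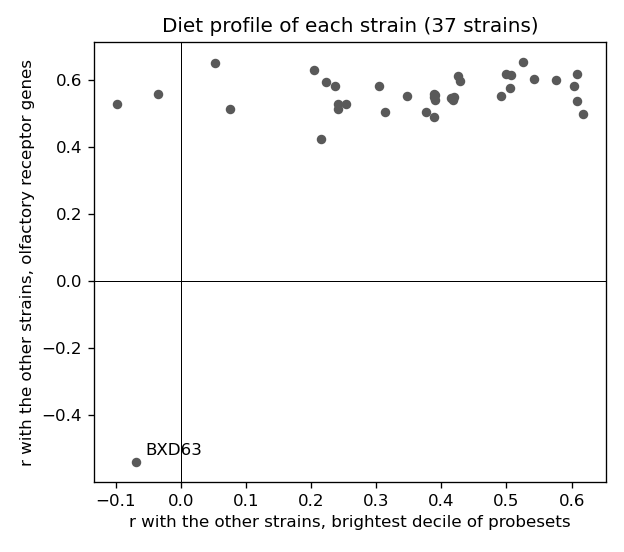
Correlation of the HFD minus CD profile of each of 37 strains (points) with the mean of the other strains, over olfactory receptor genes (vertical axis) and over the brightest decile of probesets (horizontal axis). BXD63 lay at -0.54 on the vertical axis, and the other strains lay between 0.424 and 0.652.

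At the chromosome 12 locus the question was whether diet moved the candidate genes. For Ahr the mean was 8.77 ± 0.14 (SD, n = 42) in CD and 8.81 ± 0.16 (SD, n = 37) in HFD. The difference of 0.041 units (SE 0.0333, 95% interval -0.025 to 0.108) was not past the threshold (limma adjusted p 0.341), and Ahr was higher in HFD in 23 of 37 strains. Of the 15 genes of the list, 6 were called over all probesets, and 6 when adjusted over the list alone. The list came from the study, which examined these genes in part on these arrays, so the second count is not independent evidence. Prkar2b rose by 0.64 units (SE 0.12, limma adjusted p 9.63e-06) and was higher in HFD in 31 of 37 strains. Sh3yl1 rose by 0.16, Tmem195 by 0.17 and Pxdn by 0.13 units. Prps1l1 changed by -0.12 units. The study reported that Prps1l1 was not detected in any of its tissues. After the arrays were quantile normalized again its difference was -0.076 units and not past the threshold (limma adjusted p 0.125). Batch 1 alone called 2 of the 15 and batch 2 alone called 3. With strain as a replicate block in the paired strains, 7 were called, the added gene being Hdac9 (difference 0.072 units, limma adjusted p 0.000829, against 0.0986 to 0.683 in the other alternatives).

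Several of these genes had more than one probeset, and the probesets disagreed. Acp1 had 5. Across strain means, the representative probeset 10355401 correlated at 0.971 to 0.982 with 3 of the others and at -0.892 with probeset 10399820. Probeset numbers ran largely in gene order, since both numbered neighbours lay on the same chromosome for 85.3% of 21965 probesets with a matched gene. For probeset 10399820, all 10 nearest numbered probesets belonged to the chromosome of Ahr. For the other 4 Acp1 probesets, the representative included, 0 of 10 did. Hdac9 showed the same split, with 0 of 10 for its representative 10488231 and 10 of 10 for 10399973, and its probesets correlated at -0.09. The 2 probesets of Ispd, each with 10 of 10, correlated at -0.197. Values of Acp1 and Hdac9 from the representative probesets are therefore uncertain as measures of the locus genes.

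Ranges across strains were used by the study to rank candidates. The median nominal range over the 15 genes was 1.60-fold in CD and 1.64-fold in HFD, from the lowest to the highest strain. The 10th to 90th percentile moved it most, to 1.30-fold in CD and 1.32-fold in HFD. Prkar2b had the widest range of the 15 representative probesets, 6.37-fold in CD and 4.08-fold in HFD. Ahr ranged 1.44-fold in CD and 1.62-fold in HFD. Acp1 ranged 1.90-fold in CD on its representative probeset and 3.27-fold on probeset 10399820. Sh3yl1 ranged 1.67-fold in CD and 1.37-fold in HFD. A range rests on 2 arrays and has no test.

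Whether strains keep their values between diets was asked over the 37 paired strains. The median r over all probesets was 0.14, and 2736 probesets had r of at least 0.5. In 100 re-pairings the median r stayed between -0.081 and 0.054 and the count between 6 and 80. Without probesets below the median mean value the median r was 0.236, and re-pairings reached at most 0.063. Over all probesets within batches, the median was 0.222 in the 12 strains with both arrays in batch 1. It was 0.151 in the 17 with both in batch 2, and each was above all 100 re-pairings. In the 8 strains with arrays in different batches it was 0.089, and 19 of 100 re-pairings reached it. Re-pairings of these 8 strains reached up to 0.171, above the 0.14 of all 37 strains, so 8 strains were too few to show whether the median held across batches.

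Of the 15 locus genes, 3 passed the threshold for r between diets when adjusted over the list alone, and all 15 relations were adjusted together. For Prkar2b, r was 0.459 (permutation p 0.00348, adjusted 0.0174) and rho was 0.431 (p 0.008, adjusted 0.04). Without the 2 strains farthest from the CD median r was 0.396 and the adjusted p was 0.0926, so the relation rests in part on those strains. Within batches r was 0.36 in batch 1, 0.609 in batch 2 and 0.053 in strains with different batches. For Hdac9, on the representative probeset with the limit given above, r was 0.894 (permutation p 1e-05, adjusted 7.5e-05) and rho was 0.906 (p 1e-05). It was 0.84, 0.938 and 0.897 in batch 1, batch 2 and different batches, and 0.875 without the 2 farthest strains. Probeset 10399973 of Hdac9 gave r 0.086 (permutation p 0.615) and rho 0.008 (p 0.962), with r -0.093 without the 2 farthest strains and 0.598, -0.458 and -0.17 in batch 1, batch 2 and different batches. For Ahr, r was 0.326 (permutation p 0.0488, adjusted 0.147) and rho was 0.304 (p 0.0688, adjusted 0.207), which is not past the threshold. Within batches the r of Ahr was 0.217, 0.495 and 0.16, and without the 2 farthest strains it was 0.321.

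Acp1 was the third of these genes, but its strains fell into separate clusters, so its pooled r is not used. On the representative probeset, 27 strains averaged 9.93 units and 10 averaged 10.46 units. Within the lower cluster r was 0.356 (permutation p 0.0676) and rho 0.531 (p 0.00485). Within the higher cluster r was 0.361 (permutation p 0.296) and rho 0.285 (p 0.426). On probeset 10399820, 10 strains averaged 7.85 units and 27 averaged 8.88 units. The same 10 strains that were high on the first probeset were low on the second. Over the 10 relations within clusters of the 5 Acp1 probesets, 0 passed Benjamini-Hochberg adjustment of the permutation p for r, and 5 had an unadjusted p below 0.05. For rho 3 passed and 5 had an unadjusted p below 0.05.

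**Figure D3:**
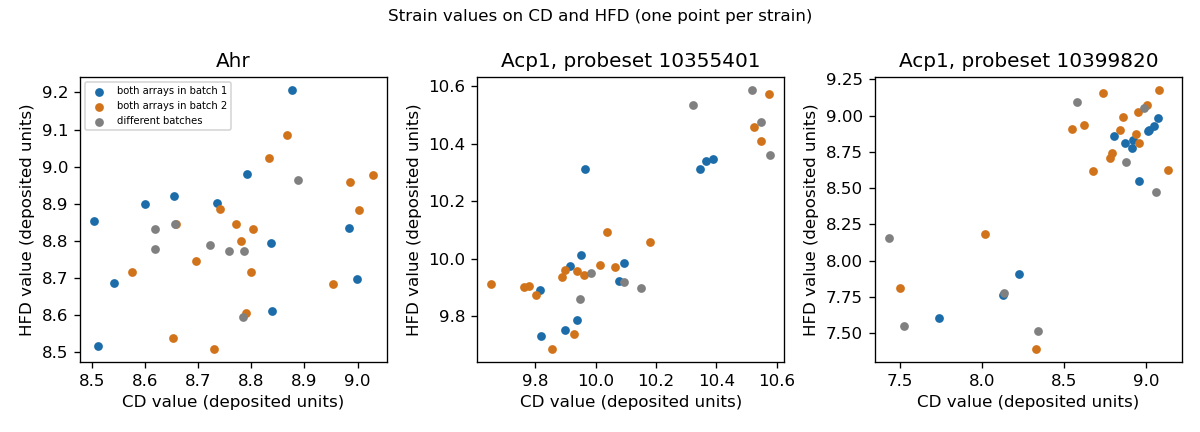
Value on CD (horizontal axis) and HFD (vertical axis) of each of 37 strains (points, coloured by array batch), in deposited units, for Ahr and for 2 probesets of Acp1. Ahr spread without clusters, and on both Acp1 probesets 10 strains stood apart from 27.

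The 5 genes with the highest cross-diet r were H2-Ea-ps, CCL_complex, Park2, Fbxw11 and Unc5a. In all of them the strains fell into separate clusters, so no pooled r is given. For H2-Ea-ps, 23 strains averaged 6.58 units and 14 averaged 10.13 units. For Fbxw11, 15 strains averaged 8.41 units and 22 averaged 11.56 units. Together with 3 further genes named for the parents, 16 relations within clusters were computed. Their r ranged from -0.357 to 0.669, and 6 passed Benjamini-Hochberg adjustment for r and 5 for rho.

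The parents carry the alleles that segregate in the panel, and each had 1 array per diet. The contrast of C57BL/6J with DBA/2J called 447 probesets (limma), of which 248 were higher in C57BL/6J and 199 in DBA/2J. A fit on the 4 parental arrays alone, with few residual degrees of freedom, called 4. In the same fit, 100 random pairs of BXD strains called between 57 and 1305 probesets, with a median of 286.5, and 23 pairs called as many as the parents. The 5 called genes with the largest difference were Mela (-3.19 units, C57BL/6J minus DBA/2J), Fbxw11 (3.13 units, the only one of the 5 higher in C57BL/6J), 4832428D23Rik (-2.76 units), H2-Ea-ps (-2.37 units) and Mcpt2 (-2.24 units). Of the 15 locus genes, 2 were called between the parents on their representative probesets, Hdac9 and Acp1. Hdac9 differed by 0.44 units (limma adjusted p 0.000189), and by -0.33 units on probeset 10399973 (adjusted p 0.752), which was not called. Acp1 differed by -0.37 units on its representative probeset (limma adjusted p 0.0446) and by 0.81 units on probeset 10399820 (adjusted p 0.049). On its other 3 probesets it differed by -0.20 units (adjusted p 0.407), -0.38 units (0.0135) and -0.38 units (0.0444). Ahr differed by -0.05 units (limma adjusted p 0.998). This averages opposite differences on the diets, each from 1 array per strain. On CD, Ahr was 8.503 in C57BL/6J and 8.838 in DBA/2J, and on HFD it was 8.854 and 8.612.

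The fixed gene lists asked whether groups of genes moved with diet. With camera at its preset correlation, 2 of 6 lists were called. The 25 fatty acid oxidation genes had a median difference of 0.209 units, with 20 called higher and 1 lower in HFD (adjusted p 2.17e-08). The 14 adipocyte genes had a median difference of 0.254 units, with 7 called higher and 1 lower (adjusted p 0.00828). Both calls held under fry, and with the correlation estimated from the data camera called 0 lists, with 0 at an unadjusted p below 0.05. Over the alternatives the adjusted p ranged from 4.05e-13 to 0.452 for fatty acid oxidation and from 0.000289 to 0.575 for adipocyte genes. The slow fibre list (adjusted p 0.892), the fast fibre list (0.803), the red blood cell list (0.803) and the Ahr target list (0.892) were not called. The Ahr target list had a median of 0.01 and a mean of -0.005 units, which differ in sign, and its test pointed up. Exchanging diets within strains tested the list means without assuming a correlation. The fatty acid oxidation mean was higher in HFD by 0.219 ± 0.203 units (SD, n = 37 strains), in 32 of 37 strains (permutation p 1e-05, adjusted 6e-05). The adipocyte mean was higher by 0.284 ± 0.358 units (SD, n = 37 strains), in 30 strains (permutation p 3e-05, adjusted 9e-05). Within the first list Ech1 rose by 0.55 and Ucp3 changed by -0.24 units. Within the second Adipoq rose by 0.54 and Cfd changed by -0.61 units.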

Values the study reported

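The study worked with 43 strains on CD and 42 strains on HFD. It considered 42 candidate genes at the locus. Counting each gene once per tissue dataset, it found that 50% varied by at least 1.75-fold, so this share is not for quadriceps alone. For Sh3yl1, Prkar2b and Acp1 it gave a range of 3.0-fold or more in several tissues, which it did not name in that statement.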

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

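All the tests in this part were chosen after the result was seen. The diet profile of the olfactory receptor genes in strain BXD63 differed from that of the other strains. Its r with their mean profile was -0.54, the lowest of 37 strains and the only one below 0. With 1 array per diet, the difference of a single strain has no replicate, and its rank of 1 among 37 is the only test. Both arrays were out of place: on the first principal component of the olfactory receptor genes, the CD array of BXD63 was the only CD array on the side of the HFD arrays, and its HFD array the only HFD array on the side of the CD arrays.

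A swap of the diet labels between the 2 arrays of BXD63 is a candidate explanation. The test used the 200 probesets outside the olfactory receptors with the largest paired t in the other 36 strains. In BXD63, 11 of these followed the label, where each other strain gave 172 to 198, so that a swap would give 2 to 28. The genes of the fixed lists went the other way. Of the 37 list genes called between diets, 29 followed the label in BXD63, where the other strains gave 5 to 36 and a swap would give 1 to 32. Only 1 of the 36 other strains would reach 29 if its labels were swapped. Of the 14 adipocyte genes 13 followed the label, above the 1 to 11 that a swap would give. Over the brightest decile of probesets r was -0.069, which lies within the range of the other strains and also within that range with its sign turned. The fatty acid oxidation genes, which are part of the lists and which a swap would tend to lower, had a median difference of 0.082 units in BXD63, and 18 of 25 were higher on the array labelled HFD. The median was below 0 in 5 of 37 strains, so this list alone does not exclude a swap. The sets of genes therefore point in opposite directions, and a swap is neither shown nor excluded. Processing of both arrays together with those of the other diet also stays open. It would reverse dim probesets more than bright ones, and among 200 probesets chosen in the same way from those above the median mean value 57 followed the label, near the upper end of the 4 to 73 that a swap would give. These explanations cannot be told apart with 1 strain. A difference in how BXD63 responds to diet is the biological explanation that the design allows, and it was not tested. The labels were kept as deposited throughout.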

How the results depend on the processing

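The covariate from olfactory receptor probesets, the fit without strain BXD63, the brightest decile of probesets, the other probesets of Acp1 and Hdac9 and the exchange of diets within strains were chosen after the data were seen. The other alternatives were planned. The covariate correlated with diet at 0.893, so a fit with both takes away much of the diet difference itself.

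The 13551 diet calls became 4491 with the arrays of batch 1 only, 8691 with batch 2 only, 5292 without probesets below the median mean value and 775 in the brightest decile. Fewer arrays or fewer probesets entered these fits. With the olfactory covariate 5663 were called, of which 2091 were among the 13551 and 1692 kept their direction. The other alternatives gave 9205 to 16450 calls, and the methods' t-test called 13650 after adjustment and 16450 at its unadjusted threshold. With strain as a replicate block in the 37 paired strains 14441 were called, and 12760 of them were shared with the 13551, all in the same direction. The block added Hdac9 among the locus genes and changed no other call of a named locus gene, a diet gene or a list.

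Of the 15 locus genes, 6 were called, against 2 in batch 1, 3 in batch 2 and 2 with the olfactory covariate. Those 2 were Ispd, which was not among the 6, and Tmem195 with its sign turned. None of the 6 kept both its direction and the threshold with the covariate. Prkar2b kept its direction (0.711 units, limma adjusted p 0.0568), and Sh3yl1 fell to 0.01 units (limma adjusted p 0.927). Of 292 recomputed diet differences of named genes, 257 kept direction and side of the threshold, 16 lost it, 2 gained it and 17 changed sign. The count of 257 overstates stability. For the diet genes, limma-trend and the removal of dim probesets leave the difference itself unchanged, so its direction could not turn. Batch centring within each diet before deposit would also make each batch alone tend to keep the direction. With the olfactory covariate the sign changed for Acp1 (0.021), Pxdn (-0.074), Tmem18 (-0.103), Prps1l1 (0.006), Sostdc1 (0.157), Meox2 (-0.257), Tmem195 (-0.351), Sntg2 (0.108), Ahr (-0.054) and Ispd (0.277). Of these, Tmem195 and Ispd passed the threshold. Genes that were not called changed sign elsewhere by small amounts: Tmem18 (-0.001) and Meox2 (-0.014) after quantile normalization, Meox2 in batch 2 (-0.015), with the replicate block (-0.028) and without the parents (-0.005), and Ispd with the block (0.011) and after median centring (0.008). The cause was not tested.

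The median cross-diet r of 0.14 was above every re-pairing in all alternatives except the 8 strains with arrays in different batches (0.089). The count with r of at least 0.5 was 8111 in 12 strains, 4380 in 17 strains and 5564 in 8 strains, where re-pairings alone gave medians of 1660, 689 and 3541, because fewer strains give large r by chance. Removal of dim probesets leaves the r of a remaining gene unchanged, so part of the next count is fixed in advance. Of 135 recomputed r of locus genes, 117 kept sign and side, 5 lost the threshold, 2 gained it and 11 changed sign, none of them past the threshold on either side. In batch 1 these were Tmem18 (-0.059), Meox2 (-0.152), Slc26a3 (-0.071) and Prps1l1 (0.068). In batch 2 they were Sntg2 (-0.205) and Ispd (-0.056). In different batches they were Sh3yl1 (0.408), Pxdn (-0.012) and Tmem195 (-0.575). Sh3yl1 also changed sign without the 2 farthest strains (0.047) and Meox2 after quantile normalization (-0.013).

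The 447 parental calls became 4 on the parental arrays alone, which leaves few degrees of freedom. The other 3 alternatives gave 432 to 481. The median nominal ranges of 1.60 and 1.64 became 1.301 in CD and 1.323 in HFD at the 10th to 90th percentile, which leaves out the extremes by construction. The diet by batch interaction stayed at 0 calls in every alternative run, but the batches differed by less than chance gives, so this says nothing about stability.

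Of the 6 lists 2 were called, against 0 with an estimated correlation, 1 in batch 2 and 1 with the olfactory covariate. That 1 was the fast fibre list, whose direction turned (adjusted p 0.016). Directions also turned for lists that were not called: Ahr targets (adjusted p 0.988) and slow fibre (0.683) in batch 1, and Ahr targets (0.676) and slow fibre (0.237) with the covariate. The cause was not tested. Background signal was not given with the arrays, so which dim probesets lay above it is unknown.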

Other observations

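The tests of the olfactory receptor, Acp1, adipocyte, locus gene and gene list patterns, of the most repeatable probesets and of the balance of the batches were chosen after those results were seen. The remaining tests in this part were planned. The diet calls were set beside other splits of the arrays. Of 100 splits, the real one included, 1 gave as many called probesets as the real one, and 1 of 100 gave as many called locus genes, so chance is excluded for both. Since 38.1% of all probesets were called, the 6 of 15 called locus genes do not single out the locus. Of the other splits, 50 were of any kind and called at most 322 probesets, and 49 exchanged diets within strains and called at most 41. For the gene lists, 57 of 100 splits called at least as many lists as the real split, so chance is not excluded for the count from camera. Of the same splits, 14 gave a smallest list p as small as the real 3.62e-09, so the camera p of the fatty acid oxidation list does not exclude chance either. The genes of a list move together between arrays, which the preset correlation understates. For the fatty acid oxidation list itself, exchange of the diets within strains gave an adjusted p of 6e-05, which argues against genes that moved together by chance.

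Array batch is argued against as the source of the diet calls. Batch 2 held 57.1% of the CD arrays and 54.1% of the HFD arrays, so at most 3.09% of a shift between batches could pass into the difference between diets. For the called probesets the median shift needed would be 4.82 units, where the SD of all values on an array was 2.0, and 99.0% of them needed a shift above that SD. This bound assumes that any earlier shift was on the scale of the deposited values, and it does not bear on processing that differed between diets. The planned test is void. In it the diet differences of the 2 batches correlated at 0.953 over probesets, but the batches differed by less than chance gives within each diet, as batch centring before deposit would make them, and that fixes the outcome.

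Many probesets for olfactory receptors differed between diets. Quantile normalizing the arrays again removes a shift that alters the distribution of whole arrays. After it 55.2% were called, and 574 of the 654 calls were shared, all in the same direction. A shift of that kind is argued against for the shared calls. The other calls were lost, so such a shift may have added to them. A shift of dim probesets that leaves the distributions of arrays alike would not be removed, so it stays open. In the deposited values the median difference between diets was 0.079 units in the dimmest decile and -0.027 units in the next. A further pair of explanations stays open. Arrays of the 2 diets may have been processed as separate sets: the first component of these genes correlated with diet at 0.893, and no label gives a set other than batch, so set and diet are confounded. Transcription may have changed with diet. Apart from BXD63, every strain moved with the others, the lowest r being 0.424, but separate processing of the diets would give that as well. Whatever the cause, a call of a dim probeset between diets rests on this open question, and the share called was lower among bright probesets.

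Repeatability across diets could come from a shared array batch. In the 8 strains with arrays in different batches, 19 of 100 re-pairings gave as high a median r over all probesets. These 8 strains therefore do not decide it for the small median correlation. Strains re-paired within one batch shared that batch as the true pairs did. Their median r reached at most 0.104 in batch 1 and 0.082 in batch 2, against 0.222 and 0.151 for the true pairs. For strains with both arrays in one batch, this argues against a shared batch as the source. A shared batch is also argued against for the most repeatable probesets. The 500 probesets with the highest r in the 29 strains with both arrays in one batch had a median r of 0.782 in the other 8 strains, where 100 re-pairings reached at most 0.386. A mix-up of strains is argued against as well. For each CD array, 500 probesets were chosen without its strain, and the closest HFD array was that of its own strain in 37 of 37 cases. That test cannot see an exchange of diets within a strain.

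Genes with r of at least 0.5 between diets tended to vary with their neighbours. Over 223 pairs of neighbouring genes, with pairs whose names begin alike left out, the median absolute r across strains was 0.456, against 0.141 for 10000 pairs from different chromosomes. None of 1000 draws of as many such pairs gave a median above 0.174. The sign was positive in 142 of the 223 pairs. This is consistent with cis variation shared by linked genes, as a hypothesis, since genotypes were not used here. Probes that overlap between adjacent genes were not examined.

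Sequence variants under the probes could make signals lower in DBA/2J, because the probes follow the reference sequence. Of 290 genes called between the parents, 53.8% were higher in C57BL/6J, with an exact binomial 95% interval of 47.9 to 59.6%. The interval holds an even split, so the direction neither shows nor excludes such an effect.

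The Acp1 probesets moved in opposite directions across strains. Noise in probeset 10399820 is argued against, since 35 of the 37 strains lay on the same side of it in both diets when each diet was split on its own (Fisher's exact test p 1.89e-07). Within its clusters the strains kept no such order. Sequence variants under the probes stay open. The parents differed by 0.806 units on this probeset, in the direction opposite to the others, but the probe sequences were not examined here. The other 4 probesets may also report related sequences elsewhere in the genome, since their numbered neighbours were not on the chromosome of Ahr.

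More fat tissue in the HFD pieces could raise adipocyte markers. Lep, Cidec and Adipoq rose, but Cfd changed by -0.608 units. Among the markers with high values, Car3, Scd1, Lpl and Fabp4 had means of 14.40, 12.83, 12.78 and 12.39 units in CD, and rose by 0.21, 0.28, 0.09 and 0.33 units. Of these, Scd1 and Lpl were not called (limma adjusted p 0.0606 and 0.191). Values of different probesets do not rank abundance, and muscle itself transcribes some of the list, Car3 among them. A change within fat cells themselves stays open, so the amount of fat tissue cannot be told apart from it. The slow fibre content of the pieces is argued against as the main axis of variation. The first component held 11.7% of the variance and correlated at 0.031 with the mean of 11 slow fibre markers over 79 arrays (permutation p 0.785; rho -0.019, p 0.866; r -0.002 without the 2 farthest arrays). Within batch 1 r was 0.109 and within batch 2 -0.015.

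Ahr transcript level was tested as a driver of its target genes. Of 10 targets, 4 had a positive r with Ahr in both diets and 5 differed in sign between diets. Of 20 relations, 2 passed adjustment, both negative and both in CD. They were Aldh3a1 (r -0.544, permutation p 0.00026, adjusted 0.0052; rho -0.468, p 0.00205; r -0.638 without the 2 farthest arrays) and Cyp1b1 (r -0.427, permutation p 0.00487, adjusted 0.0487; rho -0.36, p 0.0193; r -0.365 without the 2 farthest arrays). Within batch 1 and batch 2 r was -0.595 and -0.489 for Aldh3a1 and -0.557 and -0.331 for Cyp1b1. In HFD their r was 0.216 and 0.116, and the difference between diets was not tested. A driver would give a positive r, and the 2 relations that passed adjustment were negative. The Ahr values span a narrow range. Whether that kept positive relations from passing was not tested, so the tests do not decide this.

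The nominal range of Sh3yl1 in CD was 1.67-fold here. That is lower than the value quoted from the study above, which was given for several tissues. The nominal range of Acp1 in CD was 1.90-fold on its representative probeset. That is also lower than the value quoted from the study above. On probeset 10399820, the one whose numbered neighbours belonged to the chromosome of Ahr, Acp1 ranged 3.27-fold in CD and 3.45-fold in HFD. That is not lower than the quoted value. Prkar2b ranged 6.37-fold in CD and 4.08-fold in HFD. That lies above the lower bound quoted from the study.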
